A study of Mus musculus with 568 samples. Its data were reported in "Building gene regulatory networks from scATAC-seq and scRNA-seq using Linked Self Organizing Maps" (2019).

How the data were processed

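RNA was measured by sequencing in single cells of B3, a mouse pre-B cell line that carries Ikaros fused to the ERt2 receptor domain, so that 4-hydroxytamoxifen moves the protein into the nucleus. Each sample was 1 cell captured on a Fluidigm C1 chip, and its cDNA was made with the SMARTer kit and its library with the Nextera XT kit. The labels describe 568 cells at 6 time points after induction, captured in 8 C1 runs. The deposited table held 124 of these cells, which were 59 cells at 0 h from run 1, 25 cells at 24 h from run 7 and 40 cells at 24 h from run 8. The 337 cells described at 2, 6, 12 and 18 h were not analysed here. The numbers of cells and genes in the table differ from those in the study's text, so it may not be the version that the study used. Each column was matched to a cell by its well, its hours and its run suffix.

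The values were deposited on a log2 scale. In 100.0% of them the inverse, 2 to the power of the value minus 1, was a whole hundredth within a tolerance of 0.01 hundredths, so the authors had taken log2 of a normalized expression value given to 2 decimals, after adding 1. According to the methods, the authors mapped the reads with Salmon to mouse Ensembl genes and the mm10 genome and left out libraries with a low mapping rate and few mapped reads. Whether the value under the log was TPM or FPKM was not settled by the sources used here, so it is called the expression value below. The values of a cell summed to between 482625 and 690838 over the listed genes. A value of 0 made up 63.8% of the table. Because the values are normalized per cell, they carry relative and not absolute amounts of RNA.

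The table had 11702 gene rows. Names on 2 rows (3 names, 6 rows) were left out, as one name then stood for different values. A further 12 rows had names that a spreadsheet had turned into dates; they were kept in the totals and not named. The study's filter, a value above 1 in at least 5% of the cells, was applied to the 11696 genes left, and 9603 passed. Gene positions came from GENCODE vM21 on GRCm38, the same build as mm10; 95.7% of the used names belonged to a single gene there. No pair of cells had identical columns, and the highest correlation between any 2 cells was 0.62.

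The total reads per cell are not given in the table. Where low values are whole reads multiplied by a constant of the gene and a constant of the cell, the most frequent ratio of low values (0.2 to 3) between a pair of cells gives their relative depth. A clear peak was found in 5775 of 7626 pairs of cells, and 99.4% of these peaks lay within 0.04 of 1 joint fit on the log2 scale. This gives the depth of the cells relative to each other and no read counts, so no count test was run and no counting interval was put on an expression value. Wilson 95% intervals on shares of cells cover the counting of cells only. Where no cell was above 1, the limit given is 3 cells of the total, a different rule from the Wilson limit (13.3% for 25 cells and 8.76% for 40). It limits the share of cells with a value and not the share that express the gene.

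Cells are not replicates of a treatment, and the C1 run was taken as the unit. There was 1 run at 0 h and there were 2 at 24 h, so the run and the time point cannot be separated at 0 h, and no p-value between the time points was made from cells. Expression values were averaged over the cells of a run and taken as log2(run mean + 1). A gene was called where both 24 h runs differed from the 0 h run by at least 1 in the same direction and the smaller of these differences exceeded the difference between the 24 h runs. Differences on this scale understate the change of genes with low values. The genes named were the 14 genes that the study's text discusses, the 5 called genes with the largest rise and the 5 with the largest fall among genes with a mean of at least 10, the extreme members of each gene list, and Actb and Gapdh; 1 gene that this rule names is not reported here. For 9 gene lists, the median difference in each 24 h run was placed among 10000 random lists of the same size, drawn from the same of 20 classes of mean expression. A list was taken to stand apart where both runs lay above the 97.5th or below the 2.5th percentile. Principal components were computed on log2(value + 1) of the 1000 most variable genes. A score per cell was the mean log2(value + 1) over a list. The design, the lists, the naming rule and all alternatives were fixed before the data were examined; the comparison with other lone runs at a stricter difference and for genes with a mean of at least 10, the glycolysis score per cell, the scores with the relation to the reference score or to genes detected removed, and the pairs of genes tested within cells, with or without classes of genes detected, were chosen afterwards.

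The alternatives were a pseudocount of 0.1 or 10, the mean of the logs in place of the log of the mean, rescaling of the runs by the median ratio or of each cell to the same total, cells in the shared central 90% of genes detected, leaving out each 24 h run, other filters, a difference of at least 2, and limma with 1 residual degree of freedom. The steps were tested on simulated cells drawn gene by gene from the real values of 1 time point, with runs of the real sizes over 9603 genes. The genes to be changed were taken from those with a mean of at least 10 and a 0 h mean above 0. Of 200 such genes changed 4-fold in both 24 h runs, the rule recovered 78.2%. Of 200 changed 8-fold it recovered 91.9% (means of 5 draws). Recovery of genes with lower means was not simulated, nor was a spread between captures beyond the sampling of cells. In the same draws limma gave 0 genes at an adjusted p under 0.05, although 65.4% and 87.6% of the changed genes had an unadjusted p under 0.05. All 20 changed lists of 15 genes stood apart, and 0 of 10 unchanged lists did. The unchanged lists were the first 15 unchanged genes with a mean of at least 10, so they were largely the same genes in every draw. As each gene was drawn on its own, lists of genes that vary together across cells were not tested. The relative depth of 30 simulated cells was recovered with a largest error of 0.00036 on the log2 scale. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.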

Results

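Single-cell RNA-seq was carried out on B3 cells, a mouse pre-B line in which a fusion of Ikaros to the ERt2 domain is switched on by 4-hydroxytamoxifen, in order to follow a step of pre-B cell differentiation. The deposited expression table held 59 cells at 0 h, before induction, and 65 cells at 24 h. The 0 h cells came from a single C1 capture run (run 1). The 24 h cells came from a pair of runs, with 25 cells in run 7 and 40 cells in run 8. The 24 h runs give the only measure of spread between captures, and the 0 h group has no replicate check. Whether these runs are separate cultures or captures of a single culture is not stated in the labels, so the spread between cultures may not be covered. No uninduced cells held for 24 h were analysed here, so induction, time in culture and capture run change together. The depth of the cells could be read only relative to each other. The median cell of run 7 had 0.972 times the depth of the median cell of run 1, and the median cell of run 8 had 0.757 times that depth.

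The induced gene was examined first. Ikzf1 encodes Ikaros and lies on chromosome 11 at 11685003 to 11772926 (mm10, plus strand). Its mean expression value was 398 at 0 h, 916 in run 7 and 711 in run 8. On the scale of log2(run mean + 1), Ikzf1 was 1.20 higher in run 7 and 0.84 higher in run 8 than at 0 h. The second difference was below 1, so the gene was not called by the rule of size. It was above a value of 1 in all 59, 25 and 40 cells. Reads of the fusion transgene can also be assigned to this gene, so the value is not that of the endogenous gene alone, and entry of the protein into the nucleus is not measured by RNA.

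The number of genes detected per cell addresses whether expression fell in general over the time course. At 0 h the median cell had 4086 genes above a value of 1 (quartiles 2967 to 4471). The median was 3247 in run 7 (2912 to 3895) and 3170 in run 8 (2814 to 3746.5). The medians of the 24 h runs differed from 0 h by -839 and -916 genes (-20.5% and -22.4%), while the 24 h runs differed from each other by 77 genes. Cells at 0 h ranged from 1094 to 5920 genes, so the time points overlapped widely. Counting genes above 10 moved the mean difference most, to -620.5 genes, but from a lower 0 h median of 2798 genes. In draws of 25 cells per run, 9246 genes passed the study's filter at 0 h, 9041 in run 7 and 8738.5 in run 8 (medians of 100 draws where a run had more than 25 cells). Across all genes the median difference was -0.06 in run 7 and -0.02 in run 8. With the mean of the logs these medians were -0.12 and -0.19. Normalization per cell may hide a common shift, which was not tested, so these medians do not decide whether expression fell in general.

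Principal components were used to ask whether cells separated by time point or by capture run. The first component held 14.6% of the variance and the second 4.44%. Of the variance of the first component, 23.0% lay between time points, and its correlation across cells with the number of genes detected was -0.89. Of the variance of the second component, 50.6% lay between time points. Over both components, 29.4% of the variance lay between time points, whereas 0.078% of the variance among 24 h cells lay between their runs. Neither share moved by more than 5 percentage points under the alternatives. With pseudocount 0.1 the share between time points was 27.2%.

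By the rule of size, 860 genes were higher and 859 genes were lower at 24 h among the 9603 tested, which is 17.9% of them. Many of these calls can come from the small number of cells per run. When all 3 runs were simulated from the 0 h cells with nothing changed, 537 genes were called on average over 20 draws, and 738 genes when they were simulated from the 24 h cells. When run 7 was taken as the lone run in place of run 1, the rule called 1501 genes, and with run 8 it called 1223. Among genes with a mean of at least 10, the rule called 598 higher and 410 lower, 1008 in all. The same count was 775 with run 7 and 583 with run 8 as the lone run, and 265 or 365 in the simulations. The count of called genes exceeded what sampling of cells gave, but was not far above the count for a 24 h run set against both other runs. These counts are not like for like, as runs 1, 7 and 8 held 59, 25 and 40 cells and a mean over fewer cells varies more. The simulations had 59 cells in the lone run, so the counts with run 7 or run 8 as the lone run have no matching simulation. The number of genes at least 1 apart was 3948 between run 7 and run 1, 3731 between run 8 and run 1, and 3412 between the 24 h runs. The differences of the 24 h runs from the shared 0 h run had a correlation across genes of 0.56, against 0.35 in the simulations with nothing changed; genes are not independent replicates. With limma and the spread of the 24 h runs, 0 genes had an adjusted p under 0.05 (smallest adjusted p 0.643), and 730 genes had an unadjusted p under 0.05. All 730 were among the genes called by the rule of size.

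**Figure D1:**
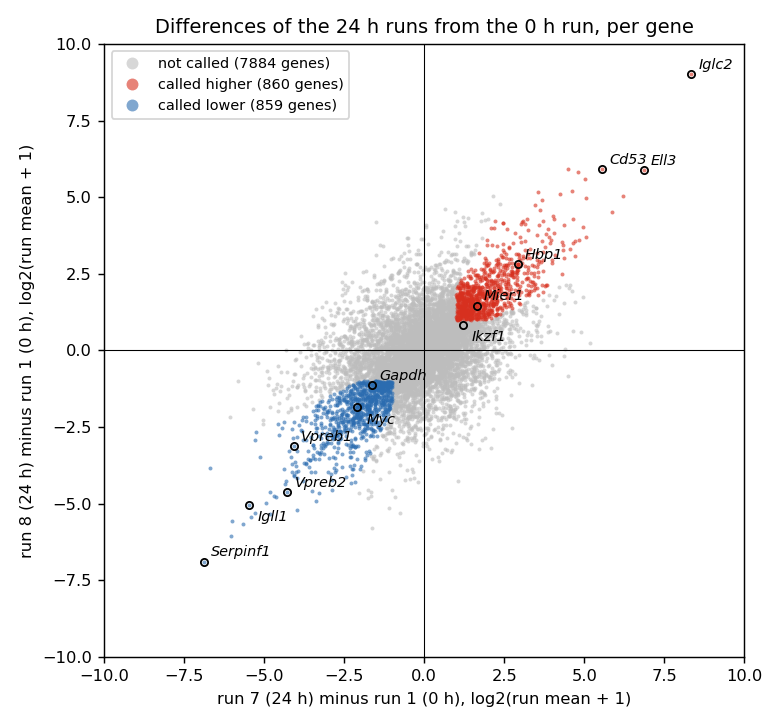
Each point is 1 of 9603 genes, with its difference from the 0 h run in run 7 (x axis) and in run 8 (y axis), both as log2(run mean + 1). The 860 genes called higher and 859 called lower are coloured, and of the genes with a name in the plot all but Ikzf1 were called.

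The 5 called genes with the largest rise were Iglc2, Ell3, Cd53, Sepp1 and 4921531C22Rik. Iglc2, a constant segment of the lambda light chain on chromosome 16 (19198396 to 19200351, minus strand), is listed at 0 in all 59 cells at 0 h. A count of 0 of 59 allows a share of up to 5.08% of cells. Iglc2 was above 1 in 10 of 25 cells of run 7 (40.0%, Wilson 95% interval 23.4% to 59.3%) and in 21 of 40 cells of run 8 (52.5%, 37.5% to 67.1%). Its mean was 324 in run 7 and 518 in run 8. The lambda constant segments are near-identical copies, so reads may be split between them and the value of this one segment is uncertain. Cd53 (chromosome 3, 106759921 to 106790149, minus strand) rose by 5.57 and 5.92 on the log2 scale. It was above 1 in 10 of 59 cells at 0 h, in 21 of 25 cells of run 7 and in 39 of 40 cells of run 8. Ell3 rose by 6.85 and 5.88, Sepp1 by 6.22 and 5.03, and 4921531C22Rik by 5.01 and 5.59. Sepp1 was above 1 in 5 cells of run 7 and 9 cells of run 8, and its highest cell in run 7 had a value of 1282, so its rise rested on few cells. 4921531C22Rik was above 1 in 5 and 14 cells. With the mean of the logs the differences were 6.95 for Cd53, 3.97 for Iglc2, 1.68 for 4921531C22Rik and 1.25 for Sepp1, and that of Ell3 was 2.70 and was no longer called.

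The 5 called genes with the largest fall were Serpinf1, Tac4, Fbp1, Pcp4 and Dusp7. Serpinf1 (chromosome 11, 75409769 to 75422701, minus strand) was above 1 in 40 of 59 cells at 0 h, or 67.8% (55.1% to 78.3%), with a mean of 118. It is listed at 0 in every cell of run 7 and run 8, where a count of 0 allows shares of up to 12.0% and 7.50%. Tac4 and Fbp1 are also listed at 0 in every 24 h cell and were above 1 in 21 and 18 of the 59 cells at 0 h. Dusp7 was above 1 in 20 of 59 cells at 0 h and in 0 cells of each 24 h run. Its 0 h mean was 43.2, with an upper quartile of 1.95 and a highest cell of 1461, so its size rested on few cells. Pcp4 was above 1 in 7 cells at 0 h, in 0 cells of run 7 and in 1 cell of run 8, so its fall rested on few cells too. With the mean of the logs the differences were -4.69 for Serpinf1, -2.01 for Fbp1, -1.69 for Tac4 and -1.53 for Dusp7, and that of Pcp4 was -0.93 and was no longer called. Of all called genes, 11 of those higher at 24 h are listed at 0 in every 0 h cell, and 26 of those lower are listed at 0 in every 24 h cell.

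Igll1 and Vpreb1, components of the surrogate light chain, are genes that the study placed among those of the 0 h cells. Igll1 (chromosome 16, 16860671 to 16863985, minus strand) had a mean of 4024 at 0 h, 89.3 in run 7 and 121 in run 8, with log2 differences of -5.48 and -5.04. It was above 1 in 59 of 59 cells at 0 h, in 5 of 25 cells of run 7 (20.0%, 8.86% to 39.1%) and in 13 of 40 cells of run 8 (32.5%, 20.1% to 48.0%). Vpreb1 (chromosome 16, 16868403 to 16870843, minus strand) had differences of -4.08 and -3.13, from a mean of 1011 to means of 58.9 and 115. It was above 1 in 58, 5 and 16 cells. Vpreb2 had differences of -4.28 and -4.63 and a mean of 41.4 at 0 h. Vpreb1 and Vpreb2 are near-identical copies, so the division of reads between them is uncertain. The alternatives moved the fall of Igll1 most under the mean of the logs, to -9.49.

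**Figure D2:**
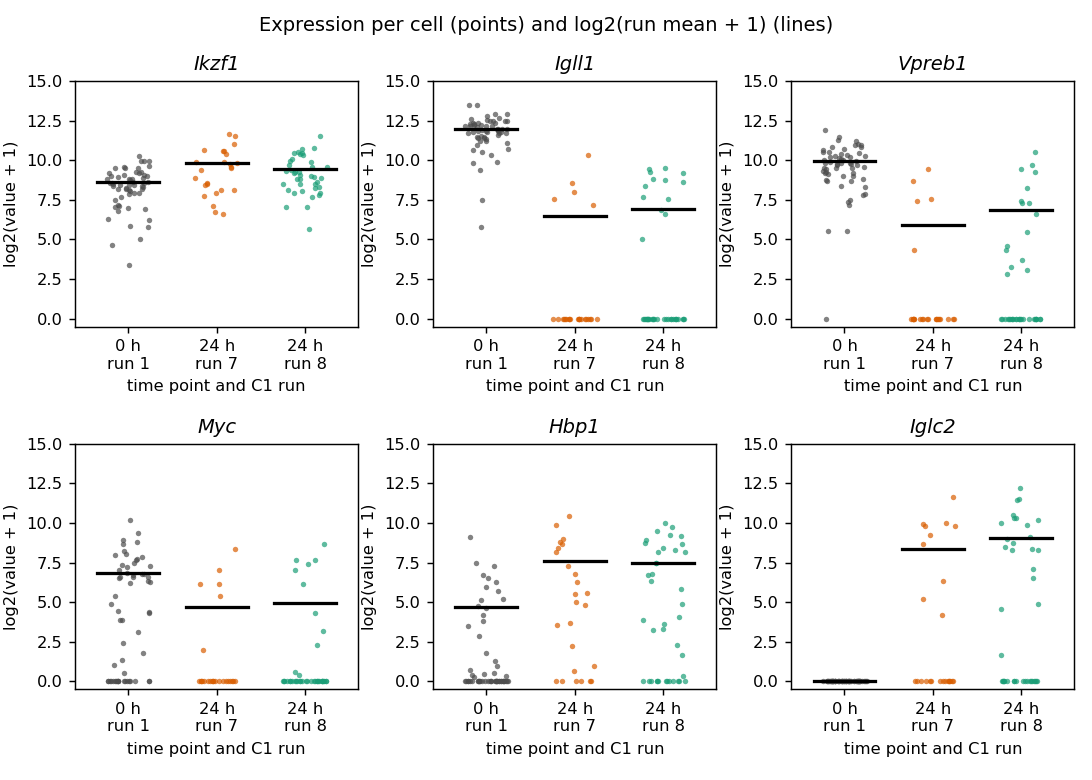
Expression per cell as log2(value + 1) for 6 genes, by time point and C1 run; each point is a cell and each line is log2(run mean + 1). Igll1 was above 1 in all 59 cells at 0 h and in 5 and 13 cells of the 24 h runs, whereas Iglc2 is listed at 0 in every 0 h cell.

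Further genes that the study's text names were examined. Mier1 rose by 1.64 and 1.46, Nr3c1 by 1.25 and 2.10, and Hbp1 by 2.92 and 2.81, and each was called. Hbp1 was above 1 in 18 of 59 cells at 0 h (30.5%, 20.3% to 43.1%), in 17 of 25 cells of run 7 (68.0%, 48.4% to 82.8%) and in 26 of 40 cells of run 8 (65.0%, 49.5% to 77.9%). For Nr3c1 the share of cells above 1 was 42.4% at 0 h, 40.0% in run 7 and 50.0% in run 8, the share above 10 was 22.0%, 32.0% and 35.0%, and the share above 0 was 59.3%, 52.0% and 55.0%, so its direction depended on the cut. Nr3c1 was no longer called with pseudocount 10 or with the mean of the logs, and Mier1 was no longer called among cells in the shared range of genes detected. Myc (chromosome 15, 61985391 to 61990374, plus strand) had differences of -2.10 and -1.86 and was called. It was above 1 in 39 of 59 cells at 0 h, in 6 of 25 cells of run 7 and in 9 of 40 cells of run 8. Foxo1 (1.31 and 0.93), Pax5 (0.97 and 0.80), Mef2c (0.27 and 0.63), Elf2 (-0.32 and 0.75), Rreb1 (-0.65 and -0.34) and Hes1 (-0.37 and -0.98) were not called. Of the control genes, Actb differed by 0.41 and 0.90 and was not called, while Gapdh differed by -1.64 and -1.14 and was called.

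Lists of genes were compared for the processes that the study reported, with other lists as controls. The lists were drawn up here. For replication, antigen presentation and negative regulation of cell cycle the study used gene ontology analysis of its own groups of genes. The genes and the measure therefore differ from the study's. The surrogate light chain list (3 of 4 genes tested, all 3 of them named by the study) had a median difference of -4.45 and lay below every random list in both runs. The negative regulation of cell cycle list had a median of 1.64 over 14 genes. Its run medians were 1.31 and 1.90, at the 99.9th and 100th percentiles, and 11 genes were higher in both runs, with 7 called. Hbp1 and Foxo1 are members of this list that the study also named. Its highest member was Hbp1 and its lowest was Cdkn1a, at 0.20. The glycolysis list had a median of -2.19, with run medians of -2.14 and -2.02 below every random list. All 13 of its genes were lower in both runs and 9 were called, from Gapdh at -1.39 to Pfkp at -4.12. Pfkp itself was not called, because the 24 h runs differed widely (-6.08 and -2.17). The ribosome biogenesis list had a median of -1.25, at percentiles 0.08 and 0.09, with 11 of 14 genes lower in both runs and 5 called; Bop1 was lowest and Rrp9 highest. These 4 lists stood apart from the random lists under every alternative that was run, and the smallest of their differences was 0.83, for negative regulation of cell cycle with pseudocount 10.

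The DNA replication list, for a process that the study associated with 0 h cells, did not stand apart. Its median was -0.29 over 30 genes, at -0.55 in run 7 (percentile 0.75) and 0.01 in run 8 (percentile 53.3), and 1 gene was called lower. It had 14 members lower and 7 higher in both runs. For the log of the run mean, the list stood apart when run 8 was left out and not when run 7 was. With the mean of the logs its median was -0.76 (-0.85 in run 7 and -0.58 in run 8), at percentiles 1.5 and 23.6, so it was lower in both runs without standing apart. Gins3 was its highest member (0.03 and 2.71) and Pold1 its lowest (-0.65 and -1.89). The mitosis list had a median of 0.14 (-0.08 and 0.38), which became -0.34 with the mean of the logs, and its extreme members were Ube2c and Ccnb1. The antigen presentation list, for a process that the study associated with 24 h cells, had 8 of 18 genes tested. Of these 4 were higher and 4 lower, with a median of 0.25. That median became -0.08 among cells in the shared range of genes detected and 0.29 with the mean of the logs, at percentiles 95.7 and 96.9, still within the random lists. H2-Ob was called higher (2.57 and 2.70), and H2-Ab1 was lowest (-1.34 and -0.63). The 9 genes of that list outside the table were not analysed here, so the list was covered only in part. Cytosolic ribosomal proteins had a median of -0.25, between Rps6 at -0.65 and Rpl13 at 0.47. The reference genes had a median of -0.07 and a mean of 0.06, with Ywhaz lowest at -0.84. Their median became -0.48 with the mean of the logs (-0.45 in run 7 and -0.54 in run 8), at percentiles 45.8 and 31.4.

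**Figure D3:**
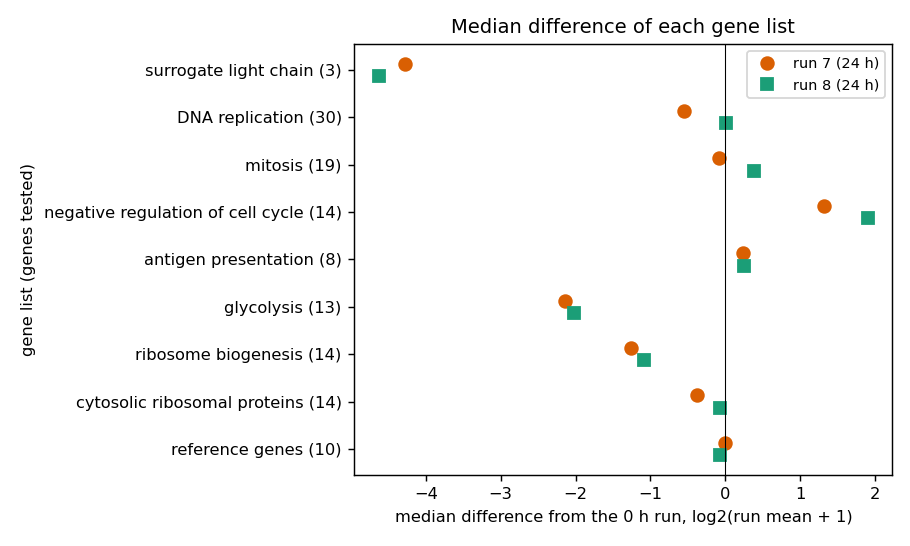
Median difference from the 0 h run on the scale of log2(run mean + 1) for 9 gene lists, with the number of genes tested in brackets; circles are run 7 and squares are run 8. Surrogate light chain, glycolysis and ribosome biogenesis lay below 0 and negative regulation of cell cycle above 0 in both runs, while DNA replication was at -0.55 and 0.01.

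Scores per cell were used to ask how replication genes were distributed among the 24 h cells. The DNA replication score was 3.62 ± 1.34 (SD over 59 cells) at 0 h, 2.60 ± 1.94 over 25 cells of run 7 and 2.88 ± 2.03 over 40 cells of run 8. The 5th percentile of the 0 h cells was 1.35. In run 7, 12 of 25 cells lay under it (48.0%, Wilson 95% interval 30.03% to 66.5%), and in run 8, 14 of 40 did (35.0%, 22.1% to 50.5%). At the other end, 9 cells of run 7 and 15 cells of run 8 were at or above the 0 h median of 3.71. Few cells lay within 0.25 of the 5th percentile, with 2 at 0 h, 0 in run 7 and 2 in run 8. Of the variance of the score among 24 h cells, 0.489% lay between the runs. For the mitosis score, 7 cells of run 7 and 11 cells of run 8 lay under the 5th percentile of the 0 h cells. The 0 h median of the mitosis score was reached by 12 cells of run 7 (48.0%) and 19 cells of run 8 (47.5%). The glycolysis score was 7.90 ± 1.29 at 0 h, 4.55 ± 1.27 in run 7 and 4.70 ± 1.45 in run 8. It lay under the 5th percentile of the 0 h cells in 20 of 25 and 29 of 40 cells.

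**Figure D4:**
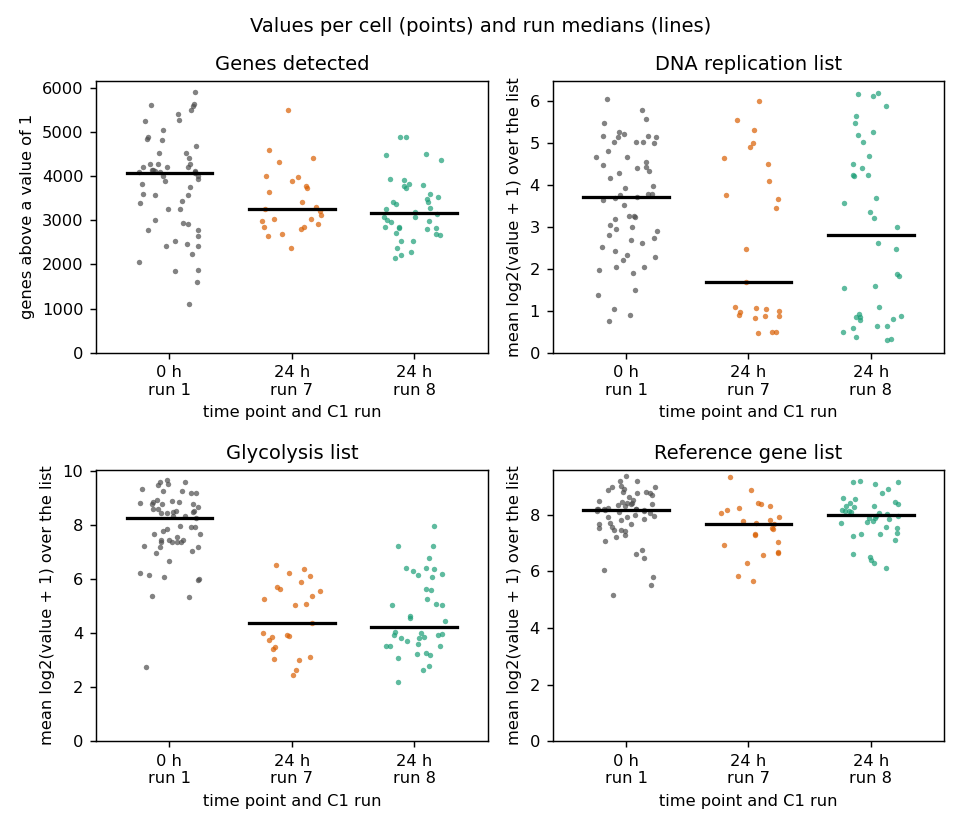
Genes detected per cell (genes above a value of 1) and the scores of 3 gene lists (mean log2(value + 1) over the list), by time point and C1 run; each point is a cell and each line is the run median. At 24 h the DNA replication score had 12 and 14 cells under the 0 h 5th percentile of 1.35 and 9 and 15 cells at or above the 0 h median, whereas the glycolysis score was lower in most cells.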

Values the study reported

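The study reported 62 single cells at 0 hours and 66 at 24 hours in its RNA analysis. It used 12,380 genes with expression above 1 FPKM in at least 5% of cells. It identified 39 RNA metaclusters, of which 9 differed between the time points, 5 of them higher at 0 hours and 4 at 24 hours. The metacluster with Igll1 and Vpreb1, enriched at 0 hours, had 19 genes, and that with Mier1, enriched at 24 hours, had 151 genes.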

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

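No alternative below was added after the data were seen, and no result that had passed its rule changed direction. The planned time trend and the comparisons of each time point with 0 h were not run, as the table analysed held cells at 0 h and 24 h only. No paired analysis was possible because the groups compared share no run number.

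The counts of called genes depended on the settings. Against 860 higher and 859 lower, they were 364 and 348 with pseudocount 10, 506 and 384 with the filter above 1 in 25% of cells, and 237 and 280 with a difference of at least 2. In each of these the construction lowers the count, through a compressed scale, fewer genes tested (25% filter) or a stricter rule. With the mean over cells of log2(value + 1), 312 genes were higher and 833 lower, so that 27.2% of the called genes were higher against 50.0% in the main result; 252 and 310 of them were called in the same direction in both. Under that setting the median of all genes shifted to -0.12 and -0.19 in runs 7 and 8, and the cause of the changed split was not tested further. limma with the spread of the 24 h runs called 0 higher and 0 lower, with 730 genes at an unadjusted p under 0.05; as it also called 0 of the genes changed 8-fold in simulated data, that count says little. Leaving out a 24 h run drops the demand that both runs differ, and the counts were 1875 to 1887 higher and 1856 to 2061 lower.

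With genes counted above 0, the difference in the median number of genes detected was -954, from a 0 h median of 4777. Above 10 it was -620.5, from a 0 h median of 2798. With genes counted above 1, the difference was -839 without run 8 and -916 without run 7. Leaving out a 24 h run gave the DNA replication list a median of -0.55 without run 8, where it stood apart from the random lists, and of 0.014 without run 7, where it did not. The mean of the logs gave the lowest median, -0.76, where it did not stand apart either. The other 71 combinations of a list and an alternative stayed on their side of the random lists. The 3 alternatives for the principal components, each with a pair of shares, and the 2 for the replication score moved the shares by less than 5 percentage points.

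For single named genes, 282 combinations of a gene and an alternative kept the call and stayed within the spread of the 24 h runs or past the rule, 6 lost a call, 21 gained one and 11 moved without a call. Ikzf1 and Foxo1 were among those that gained one, when run 8 was left out. For shares of cells, 16 alternatives stayed the same and 10 moved. A share was taken to differ where the Wilson intervals of both 24 h runs lay clear of that at 0 h. With cells counted above 0, Hbp1 was still higher in both runs (42.4% at 0 h, 76.0% and 67.5%, a difference of 29.4 percentage points), but the intervals overlapped. The intervals of Hes1 became separate with that cut (-31.4 percentage points). With cells counted above 10, the share for Hes1 was 23.7% at 0 h, 24.0% in run 7 and 7.50% in run 8. Its fall thus depended on the cut. Depth limits genes with low values most, since run 8 had 0.757 times the depth of run 1, and with 25 cells in run 7 a share of cells of 20.0% has an interval of 8.86% to 39.1%.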

Other observations

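The tests of RNA carried over between chambers, of an unaltered 0 h state, of relative depth for the number of genes detected, of scaling to a total, of general loss of detection for the replication score and for Igll1, and of both explanations for the lower glycolysis list were chosen only after the result was seen. Those of scaling and of general loss of detection for the scores took the place of earlier tests, which could hardly tell these explanations apart. All patterns here were found and tested on the same cells, and induction, time in culture and capture run cannot be told apart at 0 h.

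The 24 h cells spread more widely in DNA replication score than the 0 h cells, with 26 cells under the 0 h 5th percentile and 24 at or above the 0 h median. Between these marks lay 4 cells of run 7 and 11 cells of run 8, and no test of separate groups was made, so a graded spread is not excluded. Capture run at 24 h is argued against, as 0.489% of the variance of the score lay between the runs. Depth is argued against as well, as at most 1.88% of the variance within a 24 h run went with relative depth. A general loss of detection may account for a part of the pattern, as the score had a correlation across cells with the score of the reference genes of 0.54 at 0 h, 0.55 in run 7 and 0.63 in run 8. After the linear relation of the 0 h cells was removed, 22 cells at 24 h still lay under the 0 h 5th percentile, against 26 before. With the number of genes detected in place of the reference score there were 20 cells. This argues against general loss of detection as the whole cause. The pattern may reflect cells that had left the cycle beside cells that had not, as a hypothesis. The run means follow the cells with high scores, which may be why the list median of the run means moved little. Cell cycle state was not measured in any other way.

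The glycolysis list was lower at 24 h, including Gapdh, which is often used as a control gene. A fall in the number of replicating cells is a candidate explanation, but it would leave glycolysis genes high in the cells with high replication scores. The number of 24 h cells at or above the 0 h median of the glycolysis score was 0 of 65, against 24 for the DNA replication score, which argues against fewer replicating cells as the whole cause. The glycolysis score also went with the reference score, with correlations of 0.66, 0.57 and 0.39 in runs 1, 7 and 8. After the 0 h relation was removed, 53 cells at 24 h lay under the 0 h 5th percentile, against 49 before, and 59 cells with the number of genes detected in its place. General loss of detection is therefore argued against as the whole cause. Of the 24 h cells, 5 of run 7 and 11 of run 8 lay between the 0 h 5th percentile and the 0 h median. The 24 h cells with high replication scores tended to have the higher glycolysis scores, a relation that was not tested. Fewer replicating cells may therefore account for a part. A lower expression of glycolysis genes in most induced cells is left open as a hypothesis. A difference in the medium or handling of the 0 h culture was not tested and also remains open.

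Fewer genes were detected per cell at 24 h. In cells within 0.25 of the median relative depth on the log2 scale (22 at 0 h, 12 in run 7 and 23 in run 8), the medians were 4134, 3226.5 and 3286 genes, a difference of -877.75. This is close to the difference over all cells, so relative depth is unlikely to be the whole cause. A difference between capture runs cannot be told apart from the time point, since 0 h has 1 run; the 24 h runs differed by 77 genes against a gap of at least 839 to the 0 h run. A smaller amount of RNA per cell at 24 h may give the same pattern and was not tested, as the values are normalized per cell.

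In the fixed lists, a scaling to a total that a few genes take could move many genes at once. The 10 genes with the highest means held 7.02% of the summed means. A common factor would move a list and its matched random lists alike, but 4 lists stood apart from them, 3 below and 1 above. This argues against scaling to a total that a few genes take. For the count of genes that differ by the rule of size, 1 of the 3 choices of the lone run gave as many genes, namely the real one, and with 3 choices chance cannot be excluded. The lone runs also differed in their number of cells, so the 3 counts are not like for like. Gene length may bias differences between runs. After the median of 50 classes of exon length was removed, 92.3% of the 1650 called genes with a known length were still called in the same direction, which argues against gene length as the main cause.

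Igll1 was still above 1 in a part of the 24 h cells. RNA carried over between chambers would give low values in most cells, but Igll1 is listed at 0 in 47 of 65 cells at 24 h, 0 cells lay between 0 and 1, and the median of the cells above 1 was 354. At most 9.05% of the variance of log2 Igll1 within a 24 h run went with relative depth, so relative depth explains little of which cells kept it. The number of genes detected went with it more, with 32.6% of that variance in run 7 and 19.6% in run 8. The median cell with Igll1 above 1 had 4325 genes detected in run 7, against 3072.5 without it, and 3481 against 3075 in run 8, so detection may account for a part of which cells show Igll1. Vpreb1 was found largely in the same cells. In run 7 it was above 1 in 5 of the 5 cells with Igll1 above 1, where independence gives 1 (Fisher's exact test, two-sided, p = 1.9e-05). In run 8 it was above 1 in 16 cells, among them 12 of the 13 cells with Igll1 above 1, where independence gives 5.2 (Fisher's exact test, p = 3.7e-06). After Benjamini-Hochberg adjustment over the 12 tests of 6 genes in 2 runs, these were 1.1e-04 and 4.4e-05. These tests describe the cells of each run and not the treatment. Myc went with Igll1 in run 8 (7 cells, where independence gives 2.92; exact test, adjusted p = 0.0093) and less clearly in run 7 (3 cells, where independence gives 1.2; exact test, adjusted p = 0.14). Cd53 was found less often with Igll1 in run 7 (2 cells, where independence gives 4.2; exact test, adjusted p = 0.049). In run 8 there were 12 cells, where independence gives 12.7 (exact test, adjusted p = 0.39). Cd53 was above 1 in 39 of the 40 cells of run 8, so the test there could not show a shortfall and does not decide. Hbp1 showed no relation in either run. Within classes of 5 cells of like number of genes detected, taken within runs, independence gives 10.4 cells with both Igll1 and Vpreb1 above 1, against 17 found (exact test, one-sided, adjusted p = 1.7e-05 over 3 tests). This argues against general loss of detection as the whole cause of which cells show them. For Myc 10 cells were found where independence gives 7.2 (exact test, one-sided, adjusted p = 0.048).

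A candidate explanation is that these cells had kept the 0 h state, in which case they would lack Iglc2. Of the cells with Igll1 above 1, Iglc2 was above 1 in 0 of 5 cells in run 7 and in 4 of 13 cells in run 8, where independence gives 2 and 6.83 cells. Over both runs this is 4 cells against 8.83. The exact tests gave p = 0.061 and p = 0.091 (adjusted p = 0.14 and 0.15), so this pair of genes does not decide. Other values argue against cells that kept the 0 h state in full. Of the 18 cells at 24 h with Igll1 above 1, 0 reached the 0 h first quartile of Igll1 and 5 reached that of Vpreb1. The number that reached the 0 h median of the glycolysis score was 0, and Serpinf1 was above 1 in 0 of them, as in the 24 h cells at large. Cd53 was above 1 in 14 of them. In the other direction, 11 of the 18 were at or above the 0 h 5th percentile of the glycolysis score, against 5 of the 47 cells without Igll1. Among cells with a like number of genes detected, 8.4 of the 18 are given by independence (exact test, one-sided, adjusted p = 0.062), so this may go with detection. An unaltered 0 h state is thus unlikely, while a state kept in part, or a delayed change, remains open.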
